A study of Homo sapiens with 10 samples.

How the data were processed

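Poly(A) RNA was measured in OCI-AML3, an established human acute myeloid leukaemia cell line that carries an NPM1 mutation. The cells received selinexor, an inhibitor of the nuclear export receptor XPO1, or the solvent DMSO. Per the labels' protocols, RNA was purified with a Zymo column kit and libraries followed the Illumina TruSeq stranded mRNA protocol. Aligner, quantifier, genome build and annotation are not stated in the labels or the file headers, so no coordinates are given. The deposited values are FPKM (fragments scaled to transcript length and to the number of mapped fragments), computed by the authors, with 1 table per library and no pooling of replicates. The unit comes from the deposited file labels and from the values, which are non-negative and not whole. Whether the authors applied a further scaling between libraries is not stated.

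Each table held 26915 rows named by gene symbol, with 25394 distinct names. Of these names, 468 stood on more than 1 row (1989 rows), and 636 rows carried several comma-joined symbols. Rows were kept as deposited, each as a separate feature, and a repeated name is written here with its row number. A total of 9256 rows were at 0 in every library. HOXA9 and HOXA10 share a joined row and cannot be separated. Genes with near-identical copies, such as NPM1 and the ribosomal protein genes with their pseudogenes, and antisense genes such as HOXB-AS3, are uncertain, because the way the authors assigned shared reads and strand is not stated.

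The 10 libraries form 5 groups of 2: DMSO and selinexor at 24 h, and at 72 h DMSO, continuous selinexor and a short selinexor exposure. The groups come from the treatment labels. The series design names exposures of 24 h or 72 h, and the short exposure was read as 24 h followed by culture to 72 h. Replicate numbers 1 and 2 come from the library labels. Nothing states that same-numbered libraries were handled together, so the number was not in the main model and was added as a block in a second fit. Because every group holds each number once, the block leaves every log2 change as it is and alters only the standard errors and p-values.

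The files hold no counts, so absolute depth is unknown and no count interval or floor is given. Low FPKM values of a gene form steps worth 1 fragment, and comparing steps between libraries gave relative depths from 0.446 to 1, the deepest being DMSO 24 h library 2. FPKM sums ranged from 546833 to 652383. A value listed at 0 can be a failed estimate, so such rows are described as listed at 0. Where a difference against them is printed, it is on the log2(FPKM + 1) scale and is not a fold.

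Values were analysed as log2(FPKM + 1), which understates the change of low genes. The 11610 rows with FPKM of at least 1 in at least 2 libraries were tested with limma 3.58.1 in R 4.3.3, using a group means model over all 10 libraries (5 residual degrees of freedom, 4 with the block) and eBayes with an intensity trend. Tests were two-sided with Benjamini-Hochberg adjustment over the tested rows and a threshold of 0.05. There were 6 comparisons: selinexor against DMSO at 24 h, continuous and short exposure against DMSO at 72 h, continuous against short exposure, DMSO at 72 h against 24 h, and the difference between the continuous 72 h and the 24 h effects. An exact permutation test of 2 libraries against 2 has 6 splits and cannot give a two-sided p under 0.333, so no single-gene permutation test is reported.

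There were 5 gene lists: HOX and MEIS1 genes with PBX3, p53 targets, cell cycle genes, myeloid differentiation genes and ribosome biogenesis genes. Each was tested with limma's camera, a competitive test, with an inter-gene correlation of 0.01. Adjustment covered the 5 lists in the 4 selinexor comparisons (20 tests), and the 5 lists alone in each of the other comparisons. Of the list symbols, TIGAR and UTP4 matched no row name, and older symbols were not searched for list members. The retained effect is the slope through the origin of the 72 h log2 change on the 24 h log2 change, over the genes called at 24 h. The named genes were 13 symbols on 12 rows chosen beforehand, and in each of the 4 selinexor comparisons the 3 largest rises and 3 largest falls among called rows whose groups did not overlap, clone-style names and LOC numbers left out. The filter for clone-style names was corrected after values were seen, because it had removed a microRNA. The groups, tests, lists, this naming rule and most alternatives were fixed before the data were examined.

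On simulated data with the means and spreads of the 11610 tested rows and 200 randomly chosen changed rows plus the HOX list, limma recovered 55.9% of changed rows without a simulated number effect. With a number effect it recovered 48.2% without the block and 72.9% with it. False calls were 5.45%, 1.32% and 4.76% of the calls in these settings. The block without a number effect recovered 48.4%, fewer than without the block, with 6.58% false calls. The planted log2 changes at 24 h were at least 1 in size, so these rates do not describe smaller changes. Simulated slopes of 1 and 0.3 came out on average between 0.878 and 0.972 and between 0.27 and 0.294. Random lists matched on expression, GC content and transcript length, tested on 10613 rows, placed 0 of 10 unshifted and 10 of 10 shifted lists outside their central range.

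GC content and length were taken by symbol from the longest transcript of each gene in GENCODE 29, protein-coding transcripts first, which covered 91.4% of the tested rows and at least 90.3% of every list. This annotation was used for these properties only. Alternatives were another pseudocount, other low-value filters, TPM rescaling, quantile scaling, an unweighted trimmed mean of M values (TMM) computed on FPKM, a fit of the compared groups only, eBayes without the trend, stricter calls, the block, and leaving out each library. Summing or removing repeated names, estimating the inter-gene correlation, and leaving small RNAs out of the slopes were chosen after seeing the data. With the correlation estimated, camera takes its p-values from the residual degrees of freedom (5, or 4 with the block). These p-values can therefore be larger without any shared noise. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.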

Results

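RNA from OCI-AML3 cells was sequenced after culture with selinexor or DMSO, to ask how the length of XPO1 inhibition bears on gene expression in NPM1-mutated leukaemia. The 10 libraries made 5 groups of 2. DMSO and selinexor cultures were analysed at 24 h, and DMSO, continuous selinexor and short selinexor cultures at 72 h. Expression was given as FPKM, so the absolute depth is unknown. Relative to DMSO 24 h library 2, depth was 0.446 for DMSO 24 h library 1, and 0.763 and 0.846 for selinexor at 24 h. At 72 h it was 0.704 and 0.588 for DMSO, 0.563 and 0.717 for continuous exposure, and 0.61 and 0.953 for short exposure. Of the 11610 tested rows, the first principal component held 31.7% of the variance and the second 26.9%. Deviations of same-numbered libraries from their group means were positively correlated across genes in all 10 pairs of groups, from 0.313 to 0.599 with a median of 0.481. Genes are not independent replicates, so no p-value is given for this. Results are therefore given without and with the replicate number as a block.

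The transcript of the drug target, XPO1, was 96.3 ± 20.9 FPKM (SD, n = 2) in DMSO at 24 h and 171.2 ± 10.9 with selinexor. At 72 h it was 96.7 ± 9.1 in DMSO, 173.8 ± 29.3 with continuous exposure and 107.5 ± 14.1 after short exposure. The log2 change on the log2(FPKM + 1) scale was 0.84 ± 0.20 (SE) at 24 h, with both selinexor libraries above both DMSO libraries. It did not pass in limma without the block (adjusted p 0.0657) and passed with it (adjusted p 0.0361). With continuous exposure the change was 0.83 ± 0.20, again without overlap of the groups, with limma adjusted p 0.0701 without the block and 0.0297 with it. After short exposure XPO1 changed by 0.15 ± 0.20, less than its standard error.

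The 24 h comparison asks what selinexor does while it is present. It gave 444 genes at an adjusted p under 0.05 in limma without the block, 124 higher and 320 lower. At an unadjusted p under 0.05 there were 1999 genes, against 580 expected by chance. With the block, where the median correlation of same-numbered deviations was 0.481, 1187 genes passed, 496 higher and 691 lower, and these included all 444. The block added the most genes of any alternative, and an adjusted p under 0.01 removed the most, leaving 10. Of the 12 rows chosen beforehand, 8 passed without the block when adjusted over those rows alone and 6 when adjusted over all tested rows. XPO1 (limma adjusted p 0.0361), PBX3 (0.0175) and CD14 (0.0356) also passed over all tested rows with the block.

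At 24 h MEIS1 was 7.18 ± 0.858 FPKM (SD, n = 2) in DMSO and 1.09 ± 0.218 with selinexor, a log2 change of -1.96 ± 0.27 (SE) with limma adjusted p 0.013 without and 0.00434 with the block. The joined HOXA9 and HOXA10 row (HOXA10,HOXA10-HOXA9,HOXA9) went from 108.6 ± 10.4 to 32.9 ± 1.88 FPKM, with limma adjusted p 0.00371 and 0.00137. CDKN1A rose from 28.5 ± 3.02 to 133.4 ± 19.9 FPKM and MDM2 from 14.6 ± 0.72 to 80.4 ± 24.5. Their log2 changes were 2.18 ± 0.17 and 2.35 ± 0.24, with limma adjusted p 0.00371 and 0.0112 without the block. MKI67 fell from 31.96 ± 5.52 to 6.77 ± 0.26 FPKM (limma adjusted p 0.0197 without the block). In each of these 5 rows the groups did not overlap. NPM1 (log2 change -0.29), MYC (0.21), ITGAM (-0.01), CD14 (1.11) and PBX3 (-1.35) did not pass without the block, and of these CD14 and PBX3 passed with it (limma adjusted p 0.0356 and 0.0175). The largest falls by rule were RRM2 (-3.08), MCM10 (-2.79) and CDC45 (-2.78). The largest rises included ARRDC3 (3.63) and SLC44A2 (2.72). MIR4517, also among them, was listed at 0 in both DMSO libraries and at 142.5 and 85.6 FPKM in the selinexor libraries.

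**Figure D1:**
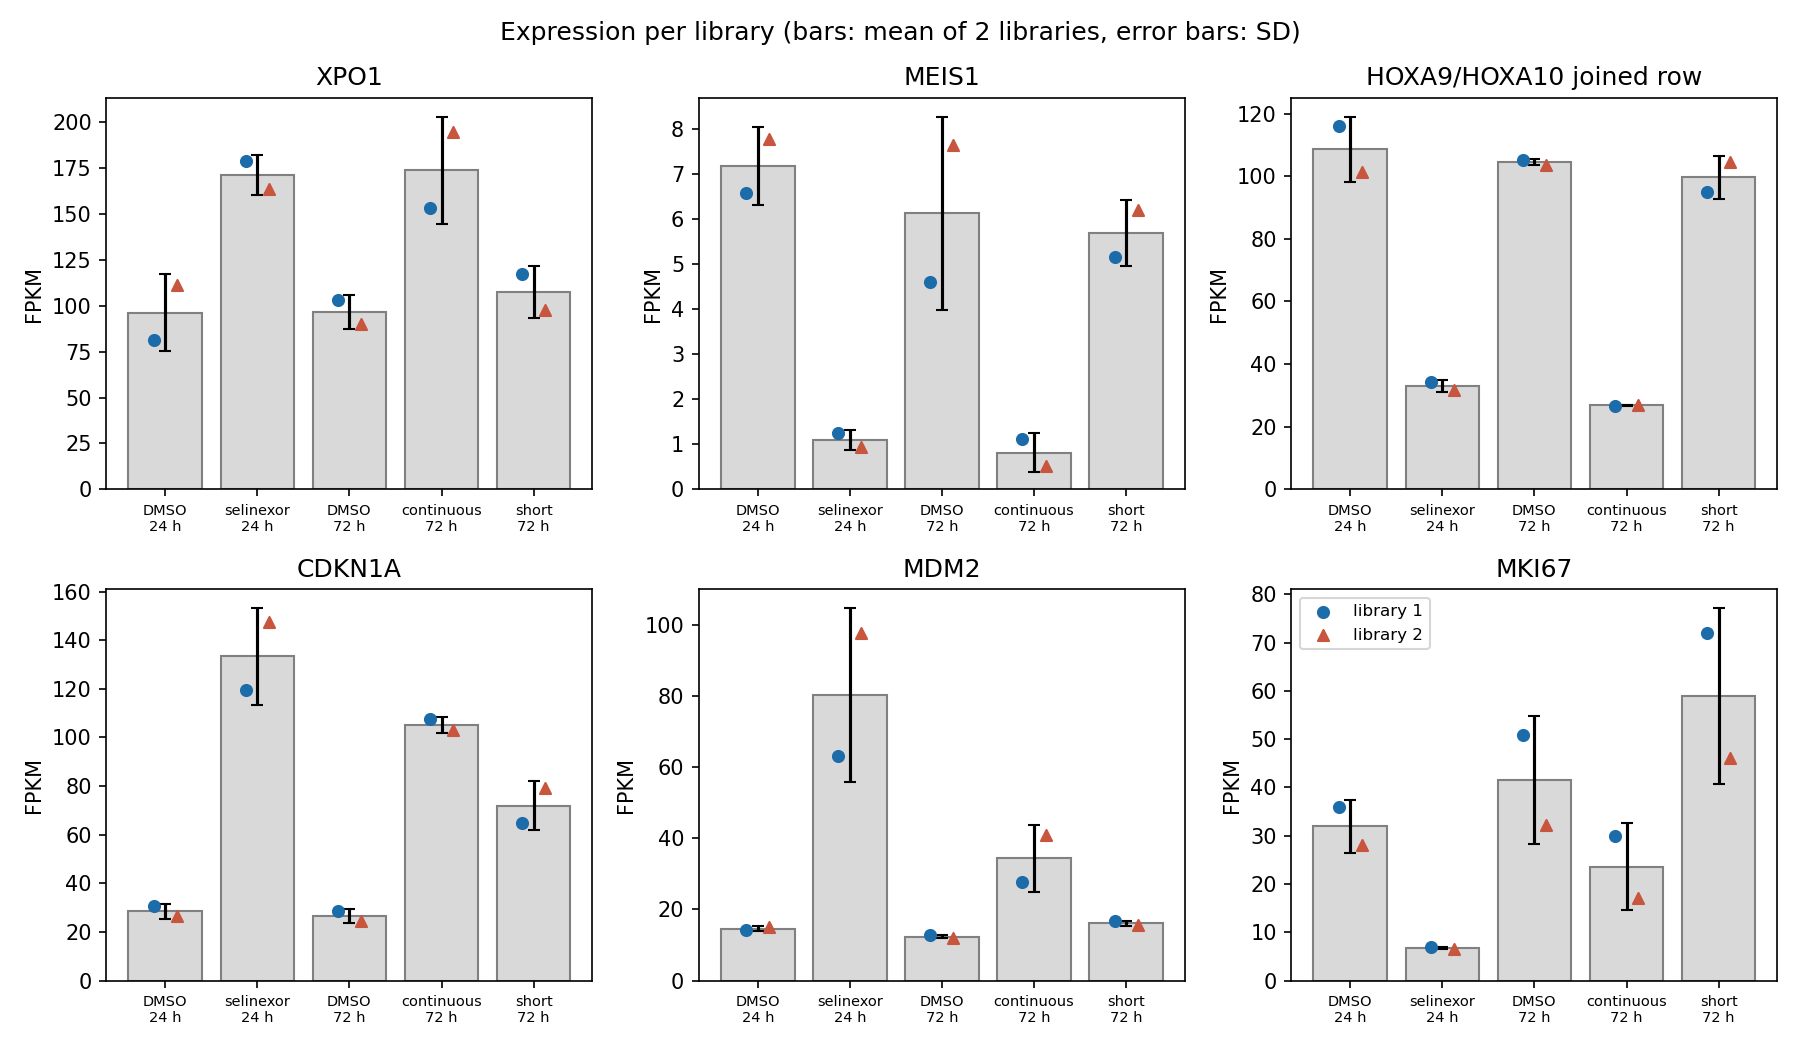
FPKM of XPO1, MEIS1, the joined HOXA9 and HOXA10 row, CDKN1A, MDM2 and MKI67 in the 10 libraries, with bars for the mean of 2 libraries, error bars for the SD and symbols for libraries 1 and 2. The joined HOXA9 and HOXA10 row was at 32.9 and 26.8 FPKM in selinexor at 24 h and continuous exposure at 72 h, and at 99.7 FPKM after short exposure.

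The list tests ask whether known programmes moved as groups. At 24 h the 14 tested rows of the HOX and MEIS1 list had a mean log2 change of -1.55, and 0 of 14 were higher. The camera adjusted p was 3.22e-13 without and 7.83e-12 with the block (same-numbered correlation 0.481). The alternative that moved this mean most was a pseudocount of 0.1, which gave -2.29. The 38 cell cycle rows fell by 1.93 on the log2 scale, with 0 higher (camera adjusted p 3.83e-40 without the block, 2.68e-34 with it). The p53 targets rose by 1.33, with 27 of 27 higher (3.32e-26 and 4.43e-23). The myeloid list rose by 0.70, with 25 of 29 higher (5.72e-07 and 9.1e-08). The ribosome biogenesis list changed by -0.25, with 3 of 31 higher (0.000396 and 0.000408). With the inter-gene correlation estimated from the residuals, an alternative chosen after seeing the data, the HOX and MEIS1, p53, cell cycle and myeloid lists had camera adjusted p values from 0.0306 to 0.0317 without the block and did not pass with it (0.0787). The ribosome biogenesis list did not pass with the estimated correlation (0.4). Adjusted over each list alone, 12 HOX and MEIS1 rows, 27 p53 rows, 37 cell cycle rows and 7 myeloid rows passed, against 7, 14, 35 and 4 adjusted over all tested rows.

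Continuous exposure at 72 h against DMSO asks which changes are present when the drug is kept on. It gave 323 genes in limma without the block, 191 higher and 132 lower, with 2423 at an unadjusted p under 0.05. With the block 1772 passed, 919 higher and 853 lower, including all 323 (same-numbered correlation 0.481). The split depended on the scaling. Rescaled to TPM, 134 of 355 called genes were higher (37.7%, against 59.1% as deposited), and the median change of all tested genes was -0.16 rather than -0.01. MEIS1 was 6.12 ± 2.15 FPKM (SD, n = 2) in DMSO and 0.816 ± 0.424 with continuous exposure (log2 change -1.96 ± 0.27, limma adjusted p 0.0164 without and 0.00472 with the block). The joined HOXA10,HOXA10-HOXA9,HOXA9 row fell from 104.4 ± 0.981 to 26.8 ± 0.182 FPKM. HOXA5 was listed at 0 in both continuous libraries and at 1.6 and 3.67 FPKM in DMSO. CDKN1A rose to 105.1 ± 3.16 FPKM and MDM2 to 34.4 ± 9.45 FPKM. MKI67 changed by -0.81 ± 0.34 and did not pass without the block (limma adjusted p 0.223), but did with it (0.0255). By rule, SLPI (5.29) and S100A9 (5.04) were among the largest rises, and BATF3 (-3.58), PHGDH (-3.48) and MMP1 (-3.46) were the largest falls. SNORD60 was listed at 0 in both DMSO libraries at 72 h and at 52.5 and 82.4 FPKM with continuous exposure. Of the 12 rows chosen beforehand, 7 passed without the block adjusted over those rows and 5 over all. XPO1 (limma adjusted p 0.0297), PBX3 (-1.09, 0.0286), MKI67 (0.0255) and ITGAM (1.81, 0.0189) also passed over all with the block.

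With continuous exposure the HOX and MEIS1 list changed by a mean of -1.70 on the log2 scale, with 0 of 14 higher. The camera adjusted p was 9.62e-14 without and 8.09e-12 with the block (same-numbered correlation 0.481). The cell cycle list changed by -0.72 (2 of 38 higher, camera adjusted p 5.51e-12 and 1.14e-10) and the p53 targets by 0.80 (26 of 27 higher, 2.23e-11 and 1.1e-10). The myeloid list changed by 1.19 (21 of 29 higher, 3.98e-07 and 3.69e-07) and the ribosome biogenesis list by -0.23 (5 of 31 higher, 0.000898 and 0.00104). With the inter-gene correlation estimated, the cell cycle and ribosome biogenesis lists did not pass (camera adjusted p 0.204 and 0.411), and the other 3 did without the block (0.0317 each). These 3 did not pass with the block (HOX and MEIS1 0.0787, p53 0.0787, myeloid 0.0803).

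The short exposure against DMSO at 72 h asks what is left at 72 h when the exposure was shorter. It gave 10 genes in limma without the block, 6 higher and 4 lower, and 406 at an unadjusted p under 0.05, against 580 expected by chance. With the block there were 931 at an unadjusted p under 0.05. With the block 22 passed, 9 higher and 13 lower, including the 10 (same-numbered correlation 0.481). Of the 10, 7 lay on repeated or joined names, and with the rows of each name summed, chosen after seeing the data, 1 gene passed. CDKN1A was 71.9 ± 10.1 FPKM (SD, n = 2) against 26.4 ± 2.89 in DMSO (log2 change 1.41 ± 0.17 (SE), both libraries above both DMSO libraries, limma adjusted p 0.0491 without and 0.0296 with the block). Over its 11 alternatives the limma adjusted p of CDKN1A ranged from 0.0296 to 0.899, while its log2 change stayed between 1.34 and 1.44. With the rows of one name summed the adjusted p was 0.163, although the log2 change of this single-named row stayed at 1.41. By rule, SCARNA4 was listed at 0 in both DMSO libraries and at 26.8 and 28.6 FPKM after short exposure. SNORA5C was listed at 0 in DMSO at 72 h and at 14.3 and 22.9 FPKM after short exposure. The second TUBB row was listed at 0 in DMSO and at 21.3 and 12.5 FPKM, while TUBB (row 1) changed by -3.30. NSF,NSFP1 changed by -3.28 and HLA-C by -3.18. These 3 falls became 0.21, 0.13 and 0.08 when rows of one name were summed. MEIS1 was 5.68 ± 0.733 FPKM and the HOXA10,HOXA10-HOXA9,HOXA9 row 99.7 ± 6.88 FPKM, with log2 changes of -0.06 and -0.07 and a limma adjusted p of 1 for each without the block. Of the 12 rows chosen beforehand, 1 passed under either adjustment without the block, and CDKN1A alone passed over all tested rows with it.

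After short exposure the HOX and MEIS1 list changed by 0.01 on the log2 scale, with 6 of 14 higher, and did not pass (camera adjusted p 0.733 without and 0.721 with the block, same-numbered correlation 0.481). Its sign differed between scalings. The cell cycle list changed by 0.28 (37 of 38 higher, camera adjusted p 2.6e-05 and 1.98e-05) and the p53 targets by 0.22 (23 of 27 higher, 0.00576 and 0.00416). The myeloid list changed by 0.37 (19 of 29 higher, 0.0301 and 0.0268). The ribosome biogenesis list changed by -0.04 (11 of 31 higher, 0.0177 and 0.017). With the inter-gene correlation estimated, 0 of these 5 lists passed (camera adjusted p from 0.232 to 0.874).

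**Figure D2:**
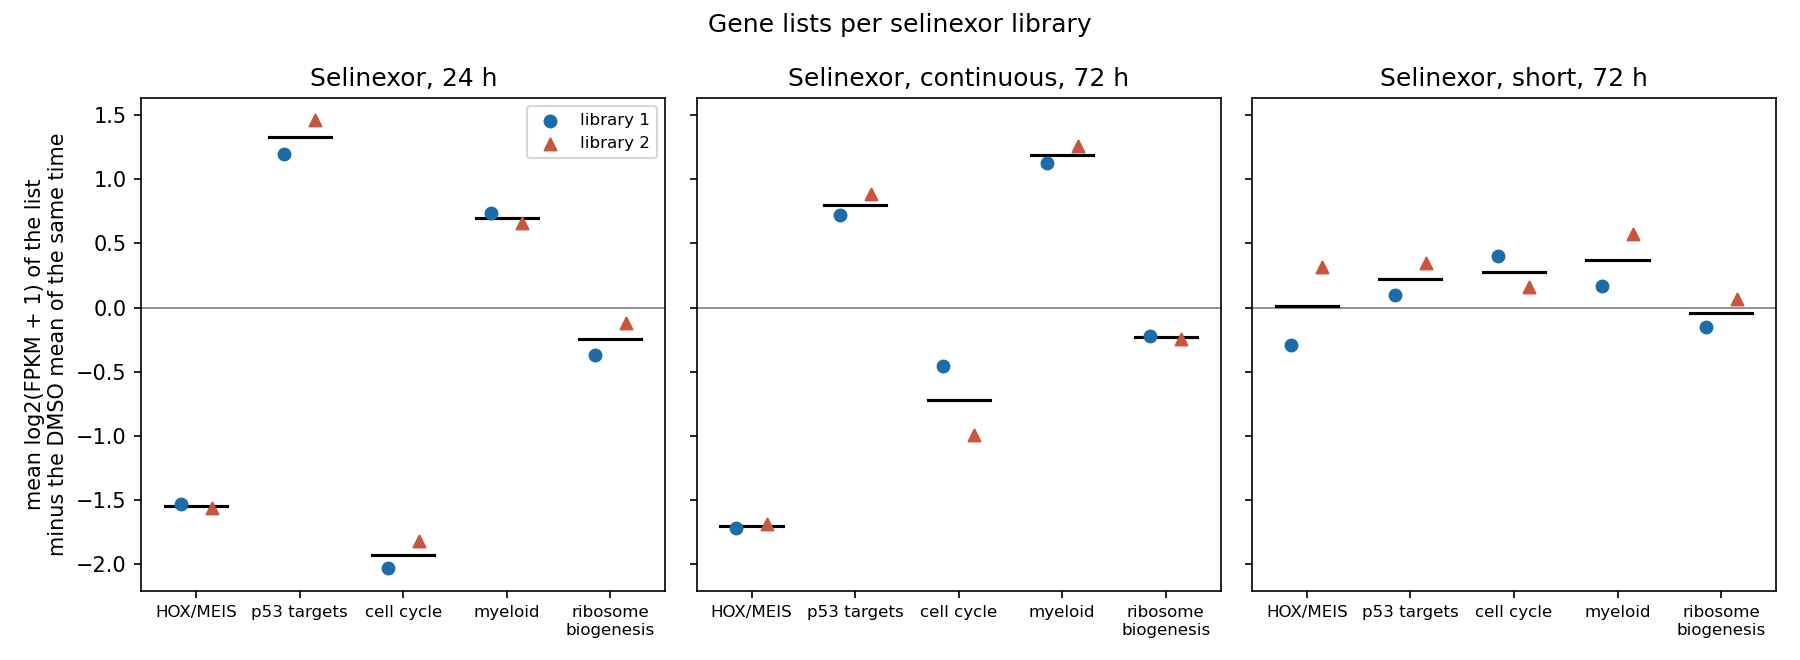
Mean log2(FPKM + 1) of each gene list in every selinexor library, minus the mean of the DMSO libraries of the same time point. The HOX and MEIS1 list was at -1.53 and -1.56 at 24 h, at -1.72 and -1.69 with continuous exposure, and at -0.29 and 0.32 after short exposure. The opposite signs after short exposure follow the library number. The list means of its libraries 1 and 2 were 2.81 and 3.42, against 2.76 and 3.44 in the same-numbered DMSO libraries at 72 h.

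Continuous and short exposure were compared directly at 72 h. In limma 92 genes passed without the block, 42 higher and 50 lower with continuous exposure, with 1674 at an unadjusted p under 0.05. With the block 785 passed, 333 higher and 452 lower, including all 92 (same-numbered correlation 0.481). The share higher was 45.7% as deposited, 25.5% of 137 genes rescaled to TPM (35 higher and 102 lower) and 57.7% of 97 genes with TMM scaling (56 higher and 41 lower). The median change of all tested genes was -0.19 after TPM rescaling. The HOX and MEIS1 list was lower with continuous exposure by a mean log2 change of -1.71, with 0 of 14 higher (camera adjusted p 2.84e-16 without and 1.19e-13 with the block). The cell cycle list differed by -1.004 (0 of 38 higher, 1.58e-20 and 6.03e-18), the p53 targets by 0.58 (25 of 27 higher, 5.51e-12 and 2.21e-11) and the myeloid list by 0.82 (23 of 29 higher, 2.92e-08 and 9.72e-09). The ribosome biogenesis list differed by -0.19 (5 of 31 higher, 0.0111 and 0.0128). The cell cycle and ribosome biogenesis differences did not pass with the inter-gene correlation estimated (camera adjusted p 0.0973 and 0.519). With it estimated, the HOX and MEIS1, p53 and myeloid differences passed without the block (0.0317 each) and did not pass with the block (0.0787 each). HOXB-AS3 differed by -3.70 ± 0.22 (SE), with limma adjusted p 0.000995 without and 0.000545 with the block. HOXB-AS3 and MEIS1 (-1.90, limma adjusted p 0.0293) were lower in both continuous libraries than in both short libraries. HLA-C and NSF,NSFP1 (4.56 and 3.52) were the largest rises that were not listed at 0. With the rows of one name summed they were 1.29 and 0.04 and did not pass (limma adjusted p 0.067 and 0.98). The NSF,NSFP1 rise and the size of the HLA-C rise thus depended on how fragments were assigned to rows. A smaller rise of HLA-C was not excluded. Its row changed by 1.37 with continuous exposure against DMSO (limma adjusted p 0.0697 without and 0.0293 with the block). Of the 12 rows chosen beforehand, 8 passed without the block adjusted over those rows and 2 over all. HOXA5 (limma adjusted p 0.0149), PBX3 (0.035), MDM2 (0.0316) and MKI67 (0.00962) also passed over all with the block.

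Between DMSO at 72 h and at 24 h, a check of culture time, 1 gene passed in limma without the block and 2 with it, with 429 without and 911 with it at an unadjusted p under 0.05. The 1 gene was SNORD60, which was listed at 0 in DMSO at 72 h and at 66.4 and 88.7 FPKM at 24 h. The ribosome biogenesis list changed by -0.27, with 1 of 31 higher (camera adjusted p 5.2e-07 without and 5.26e-07 with the block, same-numbered correlation 0.481), and the other 4 lists did not pass. The p53 targets passed only without the low-value filter (-0.12, camera adjusted p 0.0446). The ribosome biogenesis change had a camera adjusted p of 0.557 with the inter-gene correlation estimated. The difference between the continuous 72 h effect and the 24 h effect passed for 1 gene, SNORD60, with and without the block, and for 705 genes without and 1461 with the block at an unadjusted p under 0.05. Among the lists, the cell cycle effect was 1.20 higher at 72 h (38 of 38 members, camera adjusted p 3.7e-28 and 1.63e-25), and the p53 effect differed by -0.53 (2 of 27 higher, 1.49e-09 and 7.21e-09). Both had a camera adjusted p of 0.0791 when the inter-gene correlation was estimated. The HOX and MEIS1 difference (-0.15) and the myeloid difference (0.49) each had a camera adjusted p of 0.06 without and 0.0813 with the block and did not pass. The call depended on the processing. That of HOX and MEIS1 passed with a pseudocount of 0.1 (-0.39, camera adjusted p 0.00709), a mean FPKM of at least 5 (-0.28, 0.0365) and TMM scaling (-0.15, 0.0466). The myeloid difference passed with a mean FPKM of at least 5 (0.63, 0.0317), TPM rescaling (0.38, 0.0142) and the fit of the compared groups only (0.49, 0.0133). With the inter-gene correlation estimated they had 0.46 and 0.324.

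To ask how much of the 24 h change was present at 72 h, the 72 h change was set against the 24 h change over the 444 genes called at 24 h. The slope was 0.516 with continuous exposure (0.441 and 0.591 in its libraries, SD 0.106) and -0.022 after short exposure (-0.115 and 0.07, SD 0.131). Taken against the same-numbered DMSO library, the slopes were 0.514 and 0.518 with continuous exposure and -0.042 and -0.003 after short exposure. The difference between the DMSO libraries at 72 h gave -0.146 by the same measure. The continuous and short slopes did not overlap between libraries, and with 2 against 2 no exact permutation test can go below 0.333. Over the 1187 genes called with the block the slopes were 0.55 and -0.004 (same-numbered correlation 0.481). In each alternative fit the slope was taken over the genes that fit called at 24 h. The alternative that moved the continuous slope most among the fits was the fit of the compared groups only. It gave 0.257 over the 77 genes it called, with the log2 changes themselves unaltered, so this value reflects the choice of genes. Among the 124 genes that rose at 24 h the slopes were 0.781 and 0.208, and among the 320 that fell 0.433 and -0.095. Leaving small RNAs out, chosen after seeing the data, gave 0.531 and -0.039 over 442 genes, and 0.905 and 0.174 over the 122 that rose. With continuous exposure 433 of the 444 genes (97.5%) changed in the direction of 24 h, against 71% of the other genes. After short exposure 151 (34%) did, against 52.3% of the other genes. Of the genes called at 24 h and with continuous exposure, 101 were shared, all 101 in one direction. Among the 1187 genes called with the block, 93.9% kept the direction of 24 h with continuous exposure and 522 (44%) after short exposure, against 69.6% and 52.5% of the other genes. With the block 563 were shared, 559 of them in one direction.

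**Figure D3:**
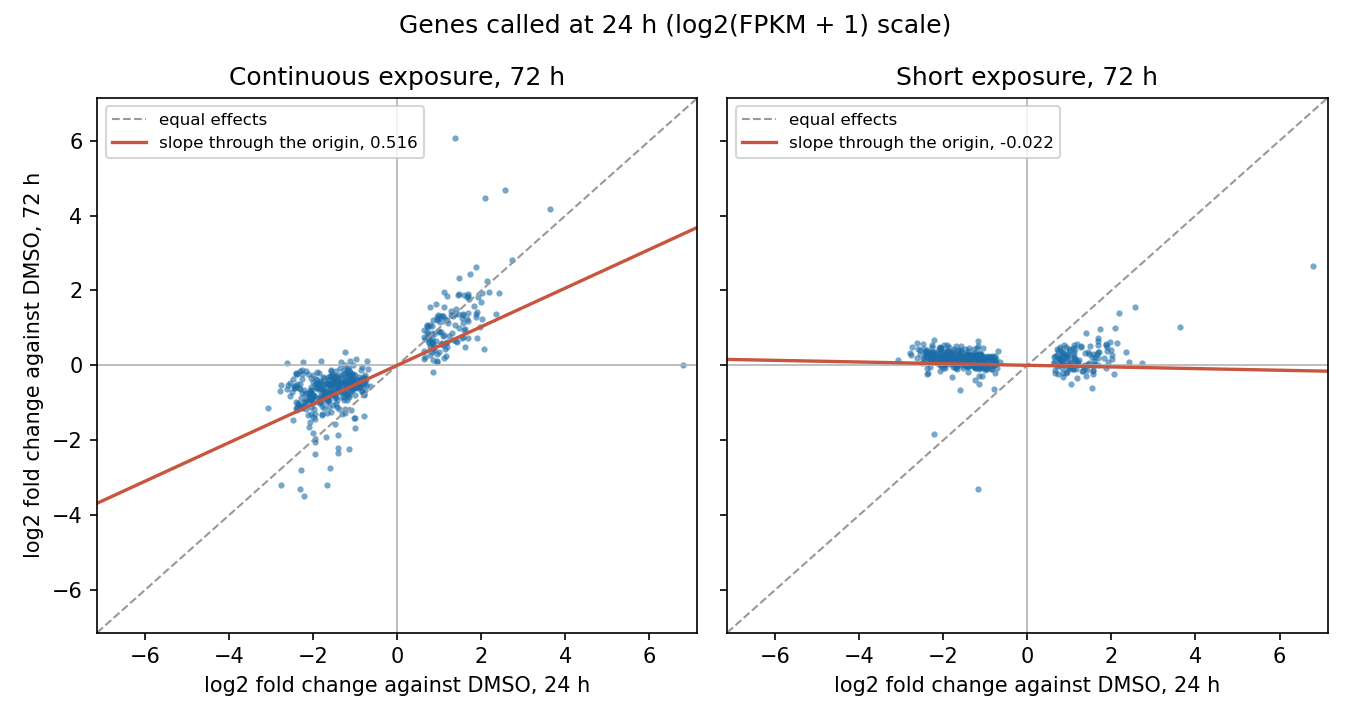
Log2 change at 72 h against log2 change at 24 h for the 444 genes called at 24 h, for continuous exposure and for short exposure, each point a gene. The slope through the origin was 0.516 for continuous and -0.022 for short exposure.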

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

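The tests of normalization, of the number 1 and number 2 libraries, of the SNORD60 row, and of the short exposure effects were chosen only after the results were seen, except the match on GC content and length for the cell cycle list.

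The effect of continuous selinexor at 72 h differed from the 24 h effect for 2 gene lists and 1 gene in the fit without the block, while the HOX and MEIS1 and myeloid lists passed only under some alternatives. The cell cycle effect differed by 1.20 on the log2 scale, 38 of 38 members being higher. The largest camera adjusted p over the TPM, quantile and TMM scalings was 2.94e-27. Random lists matched on expression, GC content and length had a central 95% reaching 0.204, below the list's difference. Among the 31 members with a mean FPKM of at least 20 the mean was 1.20, so low depth did not account for it. The smaller of the values from the number 1 and number 2 libraries was 0.963. With the inter-gene correlation estimated, the camera adjusted p was 0.0791. That test has few residual degrees of freedom, so it neither excluded nor showed noise shared by the members of the list.

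The p53 effect differed by -0.526, with 2 of 27 members higher. The largest camera adjusted p over the 3 scalings was 3.73e-09, the nearest bound of the matched random lists was -0.102, and the 15 members with a mean FPKM of at least 20 had a mean of -0.427. The value nearer to 0 of the number 1 and number 2 libraries was -0.465. The camera adjusted p was again 0.0791 with the inter-gene correlation estimated, and correlated noise remains as an explanation.

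SNORD60 differed by 4.68 on the log2(FPKM + 1) scale. Of the 4 groups in this comparison, 1 had both libraries listed at 0, namely DMSO at 72 h, while the others lay between 52.5 and 209.6 FPKM. A small RNA shorter than the library inserts may be listed at 0 by the quantification, so the difference cannot be told apart from a failed estimate.

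Several effects after short exposure had the opposite sign to the 24 h effect in every library. This held for 7 of 36 lists and named rows after short exposure and 0 of 36 with continuous exposure, where independent and even signs would give 12.5%. Taken against the same-numbered DMSO library, 11 of 36 were opposite after short exposure, the 7 with PBX3, MYC, RRM2 and MCM10, and 0 of 36 with continuous exposure. The members overlap and were partly chosen for large changes. Rows chosen at 24 h had agreeing signs there by rule, so 12.5% is too low for them and the share is a description. The cell cycle list changed by 0.281 after short exposure, and its difference from the 24 h effect was 2.21 (camera adjusted p 2.44e-43 without and 3.25e-37 with the block, 0.0296 and 0.0575 with the correlation estimated). The rise itself kept its sign under the 3 scalings (lowest 0.184), lay above the matched random lists (upper bound 0.163) and was at least 0.198 in each library number. With the correlation estimated its camera adjusted p was 0.4. That did not exclude correlated noise behind the rise above DMSO, and with few residual degrees of freedom it does not show such noise.

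Among single genes, MKI67 changed by 0.497, CDC45 by 0.263 and HOXB-AS3 by 0.50 after short exposure, against falls at 24 h. The value nearest to 0 over these genes and 3 scalings was 0.164, so scaling did not reverse them. HOXB-AS3 was at 111.8 FPKM after short exposure, against 78.8 in DMSO at 72 h and 139.3 in DMSO at 24 h. CDC45 was at 59.8, against 49.6 and 73.7. Their rises were thus measured against a lower DMSO level at 72 h, though neither DMSO change over time passed. MKI67 was at 59.0, above both DMSO groups (41.6 and 31.96). The smallest unadjusted limma p of the 3 rises was 0.0517 without the block. With it, the smallest was 0.0257, for MKI67, and HOXB-AS3 had 0.0496 and CDC45 0.405. The 3 rises above DMSO did not pass after adjustment in either fit (limma adjusted p from 0.539 to 0.847 with the block). Without the block they cannot be told apart from the replicate spread. The difference from the 24 h effect had a limma adjusted p of 0.019 for HOXB-AS3 (3.26), 0.0554 for CDC45 (3.04) and 0.0667 for MKI67 (2.57) without the block. With the block all 3 passed, at 0.00752, 0.0139 and 0.00752.

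The second TUBB row differed by 4.11 on the log2(FPKM + 1) scale from DMSO libraries listed at 0, NSF,NSFP1 changed by -3.28 and HLA-C by -3.18. With the rows of one name summed, HLA-C changed by 0.0794. These opposite effects are consistent with fragments being assigned to another row of the same name, and they cannot be told apart from it.

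The cell cycle difference between continuous and short exposure was tested in the same way, as a counterpart of these results. The largest camera adjusted p over the 3 scalings was 7.45e-19, the nearest bound of the matched lists was -0.178, and the 31 members with a mean FPKM of at least 20 had a mean of -1. The value nearer to 0 by library number was -0.858. The camera adjusted p with the correlation estimated was 0.0973, which leaves correlated noise as an explanation.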

How the results depend on the processing

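Summing or removing repeated names, estimating the inter-gene correlation, leaving out small RNAs, and counting opposite signs by library number were chosen only after the results were seen. The cause of the changes below was not tested unless a value is given for it.

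The replicate block changed the number of called genes from 444 to 1187 at 24 h, from 323 to 1772 with continuous exposure, from 10 to 22 with short exposure, from 92 to 785 between the exposures and from 1 to 2 in DMSO over time. The fit of the compared groups only called 77, 36, 0 (318 at an unadjusted p under 0.05) and 4 genes in the 4 selinexor comparisons, each with 2 residual degrees of freedom. For the difference of effects, which uses 4 groups, it called 5. An adjusted p under 0.01 left 10, 35, 4 and 18 genes, and limma's treat against a log2 change of 0.5 left 43, 39, 4 and 19. The short exposure count was 3 with a mean FPKM of at least 5, 6 with TMM scaling, 1 with rows of one name summed and 1 with repeated and joined names left out. The DMSO count was 2 with a pseudocount of 0.1, 4 without the filter and 2 without the trend, and the difference of effects gave 2 without the trend.

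The HOX and MEIS1 list after short exposure, near 0, changed sign to -0.0133 without the filter, -0.0112 with quantile scaling and -0.0251 with TMM scaling. In DMSO over time the same list was 0.0384 with a mean FPKM of at least 5, and the cell cycle list was 0.0909 with TPM, 0.0614 with quantile and 0.00962 with TMM scaling. The ribosome biogenesis difference of effects was -0.108 with TPM and -0.0911 with quantile scaling, and MYC between the exposures was -0.0648 with TPM. None of these passed a threshold. With rows of one name summed TUBB was 0.207, NSF,NSFP1 0.126 and HLA-C 0.0794, against falls in single rows.

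The HOX and MEIS1 changes of -1.55 at 24 h, -1.70 with continuous exposure and -1.71 between the exposures kept their direction under all 13 alternatives. Some of these, such as the block and the estimated correlation, leave the means as they are and could not alter the direction. With the correlation estimated and the block together the HOX and MEIS1 changes did not pass (camera adjusted p 0.0787), against at most 0.0317 under the other alternatives. The continuous slope was 0.257 in the fit of the compared groups only, taken over the 77 genes that this fit called at 24 h. The slopes were 0.781 and 0.208 for the genes that rose at 24 h. Of 98 other list and named gene results, 43 became weaker and 14 stronger under at least 1 alternative. These made 85 and 19 changes over 1102 pairs of a result and an alternative. Counting signs against the same-numbered DMSO library raised the opposite effects after short exposure from 7 to 11 of 36.

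Leaving out 1 library at a time leaves a single library in an arm, so no test was made and the ranges show no stability. The HOX and MEIS1 change ranged from -1.70 to -1.39 at 24 h, from -2.04 to -1.36 with continuous exposure, from -0.331 to 0.356 after short exposure and from -2.02 to -1.41 between the exposures. The continuous slope ranged from 0.441 to 0.591 and the short slope from -0.115 to 0.0703. Without counts, the depth limits low rows such as HOXA5, where 0 and a low level cannot be separated.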

Other observations

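The tests below were chosen only after the results were seen, except those of GC content, transcript length and short transcripts.

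Same-numbered libraries deviated together, and 2350 genes differed between the number 1 and number 2 libraries, 1246 of them higher in number 2. DMSO at 72 h is the group in which number 1 was the deeper library, yet its number difference correlated positively, 0.64 across genes, with the mean of the other groups, which goes against depth. Spearman's rho across genes was -0.137 with GC content and 0.0537 with transcript length, both below 0.3 in size. The myeloid list did not differ between numbers (camera adjusted p 0.333). The cell cycle list did (-0.22, adjusted p 0.00188), as did ribosome biogenesis (0.17, 0.00703), but not with the correlation estimated (0.606). These tests left the source of the pairing open.

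Of the 10 genes called after short exposure without the block, 7 lay on repeated or joined names and 2 others were small RNAs listed at 0 in DMSO at 72 h. With rows of one name summed, 1 gene passed. Across all groups, 51 tested rows were listed at 0 in both libraries of a group and had a mean of at least 10 FPKM in another, and 49 of these were small RNAs. These 9 calls are therefore consistent with the way fragments and short RNAs were quantified. The remaining call without the block, CDKN1A, was on a single-named row above 0 in every library. Its log2 change was 1.41, with both libraries above both DMSO libraries, and lay between 1.34 and 1.44 over 11 alternatives. However, its limma adjusted p was 0.0491 and ranged from 0.0296 to 0.899 over these alternatives. With the block 22 genes passed, 9 on repeated or joined names and 2 others small RNAs listed at 0 in a group. Another 10, among them SLPI (2.83, limma adjusted p 0.0248) and PHGDH (-1.84, 0.0148), were single-named and above 0 in every library. With rows of one name summed and the block, 4 genes passed, but summing does not alter single-named rows, so these explanations do not cover those 10.

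Of 13 repeated names with a summed FPKM of at least 2 in every library, 9 changed their dominant row between libraries. A division of the groups into both 24 h groups, DMSO with continuous exposure at 72 h, and short exposure alone kept the dominant row constant within its parts for 5 of these names, and 1 of the 15 such divisions reached 5. This may reflect files quantified in separate runs, but the division was noticed in the same data, so the test cannot separate that from chance.

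Ribosomal protein rows had a median log2 change of -0.254 after short exposure, with 66 of 76 lower and 1 called. Random lists matched on expression and length had a lower bound of 0.0902, so short transcripts did not account for the fall. The median nearest to 0 over the 3 scalings was -0.148, and the median nearer to 0 by library number was -0.254. With continuous exposure the median was -0.242, with 61 of 76 lower, and at 24 h it was -0.134. In DMSO between 24 h and 72 h it was -0.163 as deposited, -0.053 with TPM, -0.009 with quantile and -0.134 with TMM scaling. Pseudogene reads and inter-gene correlation were not tested here, so no biological explanation is put forward.

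A list of 23 targets of the stress transcription factor ATF4, leaving out genes whose fall had prompted it, changed by -1.15 after short exposure (23 lower, camera adjusted p 9.38e-38, and 0.0178 with the correlation estimated). It changed by -1.36 with continuous exposure (21 lower, 1.16e-12, and 0.0576 estimated) and by -0.28 at 24 h (18 lower, 0.0592 without and 0.0188 with the block, and 0.51 estimated). In DMSO it rose by 0.916 between 24 h and 72 h, with 0 lower (6.28e-28, and 0.0178 estimated). The short exposure libraries, at 4.35 and 4.48, lay near the DMSO libraries of 24 h at 4.39 and 4.90, and below the DMSO libraries of 72 h at 5.26 and 5.86. The selinexor libraries of 24 h were at 4.18 and 4.55, and those of continuous exposure at 4.16 and 4.25. Every selinexor library lay below the same-numbered DMSO library of 24 h, though short exposure library 1 only slightly (4.35 against 4.39). The difference after short exposure may therefore come from a rise in the DMSO cultures over time (0.916) or from a fall with the drug. The fall at 24 h did not pass without the block (0.0592) and passed with it (0.0188), though not with the correlation estimated (0.51), so the data do not separate these explanations.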
